A study of Mus musculus with 12 samples.

How the data were processed

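RNA was sequenced from 12 dorsal skin wounds of male mice carrying the db/db mutation of the leptin receptor gene, a model of obesity and type 2 diabetes, on the C57BLKS/J background. Each library came from 1 wound taken on day 10 after a full-thickness punch of 6 mm. Per the labels' protocols, total RNA was extracted from frozen tissue, messenger RNA was enriched on oligo(dT) beads, and Illumina libraries were prepared after fragmentation. The deposited values are raw counts per gene, 1 file per library, per the file headers. The authors' aligner, counting program, genome build, annotation release, strand setting and rule for reads that match several genes are not stated in the labels or headers. Genes that share reads with close copies, such as the hemoglobin genes, are therefore uncertain. No genome coordinates are given for the same reason.

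Groups were taken from the group label of each sample. TD denotes wounds under a Tegaderm film dressing alone, with 5 libraries. The strain group, with 4 libraries, wore a patch made to impose about 30% strain, and the no-strain group, with 3 libraries, wore a patch without strain. The sample titles also carry a number and the letter L or R, whose meaning is not stated. Each library was treated as 1 replicate, because the labels do not say whether any wounds came from the same mouse. Each file lists 54232 Ensembl gene identifiers, of which 54079 matched a symbol in the mouse GENCODE M21 annotation. Annotated symbols were used for names, and the same annotation supplied gene length, GC content and exon overlaps.

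Genes were kept by the filterByExpr function of edgeR 4.0.16 with a minimum count of 10 and a minimum total count of 15, which left 18618 genes. Libraries were scaled by the trimmed mean of M-values (TMM). All 12 libraries entered 1 edgeR quasi-likelihood fit with robust estimates of the spread, run in R 4.3.3. Contrasts compared strain with no strain, each patch group with TD, the mean of both patch groups with TD, and all 3 groups at once. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold was an adjusted p of 0.05. Standard errors of log2 fold changes were derived from the fold change and its quasi-likelihood F statistic. CPM values (counts scaled to a common library total) use the TMM-scaled totals, and log2 CPM adds a prior count of 2.

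A total of 16 marker gene lists, for cell types and processes of wounded skin, were tested with camera in limma 3.58.1. This test asks whether a list shifts relative to all other genes, with the correlation between genes estimated for each list, and its p-values were adjusted over 48 tests. List means per library were also compared by two-sided exact permutation tests. Whole profiles were compared by the mean Euclidean distance between groups minus that within groups over the 500 most variable genes, with a one-sided exact permutation test. The smallest exact p is 0.0286 for strain against no strain (35 splits of the libraries), 0.00794 for strain against TD (126 splits) and 0.0179 for no strain against TD (56 splits). Genes were named by a fixed rule: in each pairwise comparison, up to 3 higher and 3 lower genes with the smallest p among those past the threshold whose libraries did not overlap between the groups. Where no gene passed, the 2 genes with the smallest p were named as not passing.

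The fit was tested on simulated counts for 18618 genes, of which 200 were changed by known amounts, with the real library sizes. For strain against no strain, 60% of genes changed by 1 log2 unit and 86% of those changed by 2 were recovered. The corresponding shares were 61% and 89% for strain against TD, and 66% and 86% for no strain against TD. False calls made up 3.31%, 3.85% and 3.18% of calls in the same order. The simulated genes vary independently, which real genes do not. Recovery also depends on how many genes change, since the adjusted threshold is stricter when fewer do.

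Total counts ranged from 20354677 to 25059371 per library, so the floor of 3 counts is at most 0.147 CPM of the unscaled total. Such floors cover counting error only. Replicate pairs were checked for duplicated libraries: over 19 pairs within groups, chi-square per degree of freedom ran from 9.53 to 75.0, and no pair agreed within sampling noise. Xist had 0 to 3 counts and Ddx3y 1523 to 2117 counts in the 12 libraries, whose labels all give the sex as male.

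Grouping, tests, gene lists, the naming rule and most alternatives were set before the data were examined. These alternatives were DESeq2 size factors, DESeq2 1.42.0, limma-voom with sample quality weights, no filter on low counts, a mean of at least 5 CPM, fits on only the groups compared, spread estimates without robust weights, and a minimum absolute log2 fold change of 1. They also included the title letter or the mean of the skeletal muscle list as a covariate, leaving out each library in turn, a preset correlation of 0.01 between genes of a list, the rotation test fry, and other gene choices and distance measures. Scaling by library totals alone, a correction for GC content and gene length, and thinning all libraries to the lowest total were chosen after seeing the data. A GC value was available for 99.9% of the genes tested. Read-level checks were not run, because the analysis started from gene counts.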

Results

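Gene expression was measured by poly(A) RNA sequencing in 12 dorsal wounds of male db/db mice on day 10 after injury. There were 5 libraries from wounds under a Tegaderm film dressing alone (TD), 4 from wounds under a strain-imposing patch and 3 from wounds under a patch without strain. Total gene counts averaged 23893475 ± 670372 (SD, n = 5) in TD, 22181489 ± 2071014 (SD, n = 4) in the strain group and 23026298 ± 575445 (SD, n = 3) in the no-strain group. These totals did not differ beyond chance splits of the libraries in two-sided exact permutation tests, with p = 0.486 for strain against no strain, p = 0.143 for strain against TD and p = 0.125 for no strain against TD. The 10 most abundant genes took 9.16% ± 0.863 (SD, n = 5) of counts in TD, 9.13% ± 1.23 (SD, n = 4) in the strain group and 9.40% ± 0.712 (SD, n = 3) in the no-strain group.

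The share of counts from a list of skeletal muscle genes varied between biopsies. It was 1.39% ± 0.445 (SD, n = 5) in TD, 0.508% ± 0.153 (SD, n = 4) in the strain group and 0.809% ± 0.297 (SD, n = 3) in the no-strain group. The difference between strain and TD was larger than nearly all splits of the same libraries (exact permutation p = 0.0159, two-sided). Those between no strain and TD (exact p = 0.107) and between strain and no strain (exact p = 0.143) were not past the threshold. The numbers in the sample titles did not overlap between TD and the patch groups: they ran from 1 to 6 in TD and from 7 to 15 in the patch groups. If those numbers reflect an order of processing, order and treatment cannot be told apart in these data, and no comparison with TD could be repeated within a batch.

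Whole profiles were compared first, to ask how far the treatments separated the wounds. The first principal component held 55.4% of the variance of the 500 most variable genes and the second 12.8%. On the first component strain and no-strain libraries did not overlap, and strain libraries lay nearer to TD. By chance 5.71% of splits show no overlap in either direction, and 1 of 35 in this direction. The mean Euclidean distance over these genes was 55.4 between strain and TD libraries and 38.5 within those groups, a difference of 16.95 (exact permutation p = 0.00794, one-sided, the smallest possible). Between no-strain and TD libraries the mean distance was 64.5, against 36.6 within groups, a difference of 27.9 (exact permutation p = 0.0179, one-sided, the smallest possible). Strain and no-strain libraries were 39.5 apart on average and 38.7 apart within their groups, and the difference of 0.813 was within the range of chance splits (exact permutation p = 0.314, one-sided). That last difference changed sign to -0.504 when all tested genes were used.

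**Figure D1:**
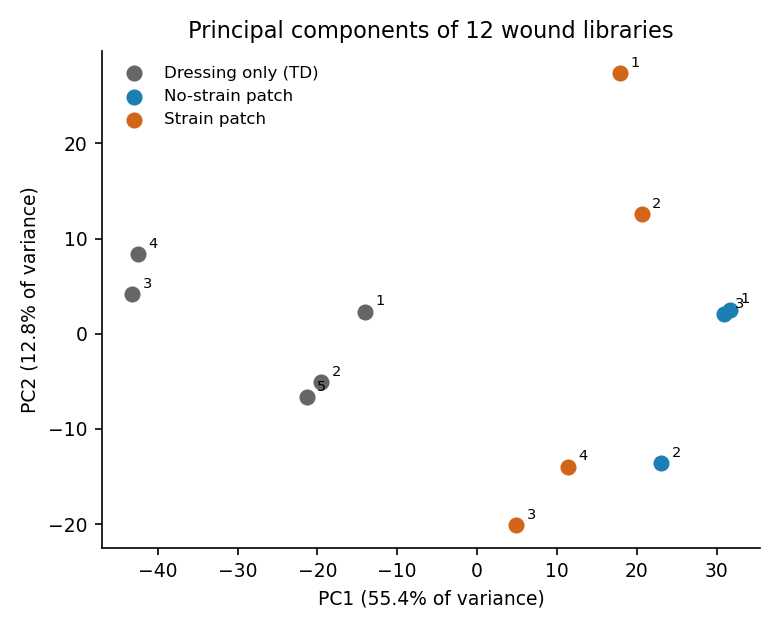
Principal components of the 12 libraries over the 500 most variable genes (log2 CPM), with the share of variance on each axis and 1 point per library, numbered by replicate within its group. Along the first component TD libraries lie below 0, strain libraries from 4.87 to 20.6 and no-strain libraries from 23.04 to 31.7, while the second component does not separate strain from no strain.

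The comparison of strain with no strain addresses the effect of the imposed strain itself, since a patch was present in both groups. Of 18618 genes tested, 0 had an adjusted p under 0.05 in the edgeR quasi-likelihood test, and the smallest adjusted p was 0.402. At an unadjusted p under 0.05 there were 1045 genes, where chance alone gives 930.9. Libraries of the groups did not overlap for 5.62% of genes, against 5.71% given by chance. DESeq2, the alternative that moved this count most, called 28 genes. The 2 genes with the smallest p did not pass. Myh8 (ENSMUSG00000055775), which encodes a myosin heavy chain of developing muscle, had 40.6 ± 6.32 CPM (SD, n = 4) under strain and 123 ± 34.8 CPM (SD, n = 3) without strain. Its log2 fold change was -1.59 with a standard error of 0.242 (edgeR adjusted p = 0.402). Papln (ENSMUSG00000021223) had 4.95 ± 0.219 CPM (SD, n = 4) under strain and 2.26 ± 0.509 CPM (SD, n = 3) without strain, a log2 fold change of 1.13 with a standard error of 0.182 (edgeR adjusted p = 0.402). Values of either gene did not overlap between these groups.

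The comparison of strain with TD asks how wounds under the strain patch differed from wounds under the dressing alone. An adjusted p under 0.05 was reached by 2349 genes, 1155 higher and 1194 lower under strain, and 860 of them changed at least by 1 log2 unit (365 higher, 495 lower). With the skeletal muscle list as a covariate, the alternative that moved this count most, 1 gene passed. The groups did not overlap for 14.6% of genes, against 1.59% given by chance. Among lower genes, Retnla (ENSMUSG00000061100), encoding a secreted resistin-like protein, had the smallest p. It had 36.8 ± 7.30 CPM (SD, n = 5) in TD and 1.44 ± 0.289 CPM (SD, n = 4) under strain, a log2 fold change of -4.68 with a standard error of 0.243 (edgeR adjusted p = 7.08e-06). Gsn (ENSMUSG00000026879), encoding the actin-severing protein gelsolin, changed from 2138 ± 196 CPM (SD, n = 5) to 863 ± 43.9 CPM (SD, n = 4), a log2 fold change of -1.31 with a standard error of 0.0860 (edgeR adjusted p = 4.33e-05). Lynx1 (ENSMUSG00000022594) changed from 43.6 ± 1.96 CPM (SD, n = 5) to 26.7 ± 1.35 CPM (SD, n = 4), a log2 fold change of -0.71 with a standard error of 0.0550 (edgeR adjusted p = 0.000184).

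Among the genes higher under strain than in TD, Bcl2l11 (ENSMUSG00000027381), encoding the apoptosis regulator BIM, rose from 33.2 ± 1.52 CPM (SD, n = 5) to 51.8 ± 3.87 CPM (SD, n = 4). Its log2 fold change was 0.64 with a standard error of 0.0623 (edgeR adjusted p = 0.000996). Cd300lf (ENSMUSG00000047798), an immune receptor gene, rose from 12.4 ± 2.10 CPM (SD, n = 5) to 61.2 ± 20.4 CPM (SD, n = 4), a log2 fold change of 2.30 with a standard error of 0.243 (edgeR adjusted p = 0.00186). Lst1 (ENSMUSG00000073412) rose from 6.04 ± 0.800 CPM (SD, n = 5) to 16.4 ± 3.83 CPM (SD, n = 4), a log2 fold change of 1.44 with a standard error of 0.154 (edgeR adjusted p = 0.00186). Of the 6 genes named for this comparison, Retnla alone stayed past the threshold with the skeletal muscle list as a covariate. The log2 changes of the others under it were 2.70 for Cd300lf, 1.48 for Lst1, 0.45 for Bcl2l11, -1.22 for Gsn and -0.62 for Lynx1. This covariate follows the groups. When its values were shuffled within groups, 63 of 100 shuffles left more than the 1 gene left by the real values, with a median of 3. Muscle content is therefore neither shown nor excluded as the cause of that loss.

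The comparison of no strain with TD asks how wearing a patch without strain differed from the dressing alone. Here 3305 genes passed, 1741 higher and 1564 lower, and 1254 of them changed by at least 1 log2 unit (651 higher, 603 lower). With the skeletal muscle list as a covariate, 848 genes passed, and shuffles of its values within groups left a median of 1029. The groups did not overlap for 26.7% of genes, against 3.57% given by chance. Retnla had 0.726 ± 0.334 CPM (SD, n = 3) in the no-strain group, with a log2 fold change of -5.65 and a standard error of 0.298 (edgeR adjusted p = 8.63e-06). For Gsn, the no-strain group had 737 ± 10.6 CPM (SD, n = 3), a log2 fold change of -1.54 with a standard error of 0.0964 (edgeR adjusted p = 2.6e-05). Lynx1 had 25.8 ± 0.720 CPM (SD, n = 3), a log2 fold change of -0.76 with a standard error of 0.0607 (edgeR adjusted p = 0.000259). Bcl2l11 had 56.6 ± 3.28 CPM (SD, n = 3), a log2 fold change of 0.77 with a standard error of 0.0669 (edgeR adjusted p = 0.00037). The gene 1700017B05Rik (ENSMUSG00000032300) rose from 38.2 ± 3.16 CPM (SD, n = 5) in TD to 68.9 ± 6.95 CPM (SD, n = 3), a log2 fold change of 0.85 with a standard error of 0.0772 (edgeR adjusted p = 0.000379). Slc9a3r1 (ENSMUSG00000020733) rose from 57.3 ± 2.53 CPM (SD, n = 5) in TD to 93.1 ± 7.56 CPM (SD, n = 3), a log2 fold change of 0.70 with a standard error of 0.0649 (edgeR adjusted p = 0.000382). In the annotation used here, none of the 10 genes named by the fixed rule had exons overlapping the position of another gene's exons. Similarity of sequence to genes elsewhere was not compared, so reads shared with related genes are not excluded.

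**Figure D2:**
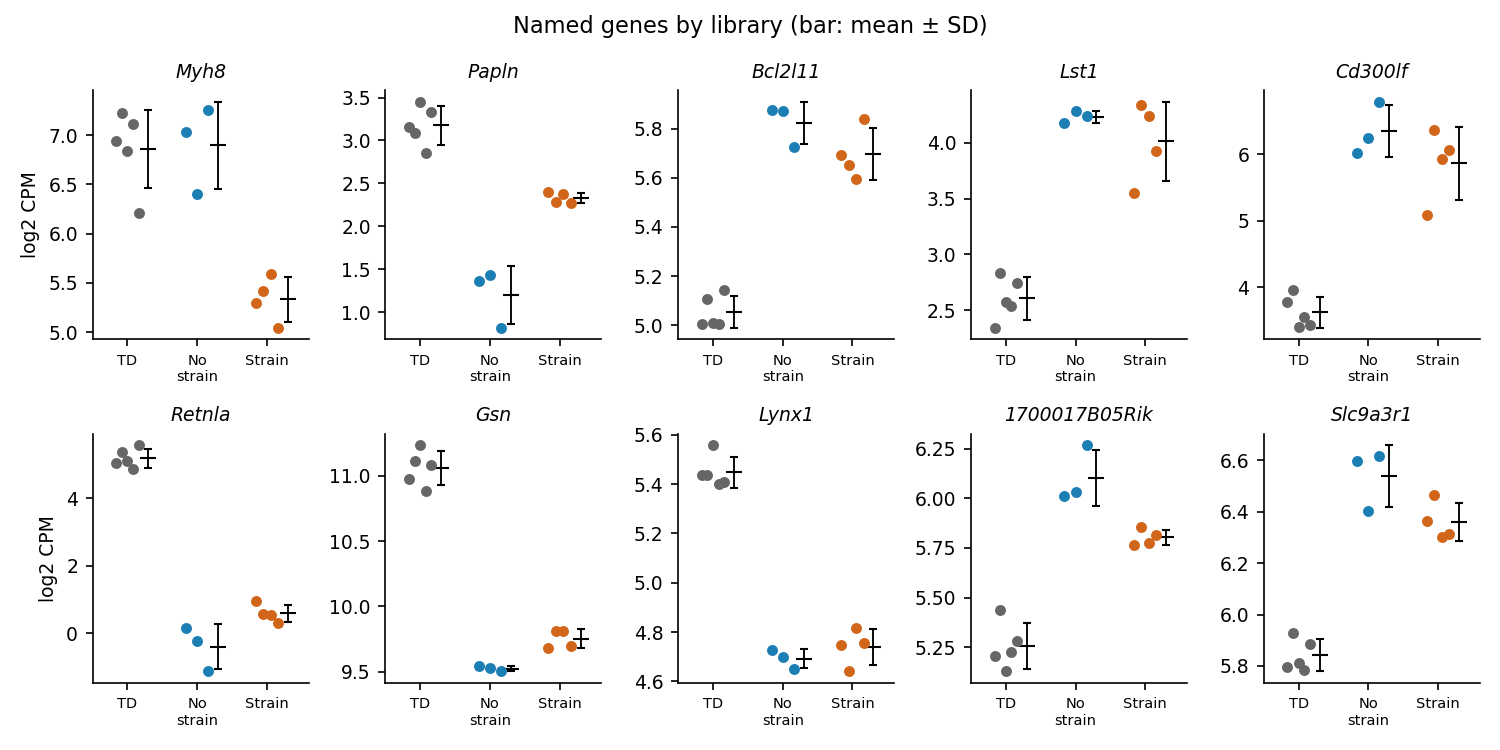
Expression of the 10 named genes as log2 CPM, with 1 point per library, grouped as TD, no strain and strain, and a bar for the mean ± SD of each group; each panel has its own vertical range. Retnla was 36.8 ± 7.30 CPM in TD, 0.726 ± 0.334 CPM without strain and 1.44 ± 0.289 CPM under strain, while Myh8 and Papln separate the strain from the no-strain libraries, a comparison in which neither passed the threshold.

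The changes of both patch groups against TD were then set side by side. Genes called in both comparisons numbered 1739, and all 1739 changed in the same direction. A further 610 genes were called for strain alone and 1566 for no strain alone. The shared TD libraries enter both comparisons, so some overlap arises from them. A gene called in 1 comparison alone is not thereby shown to differ between the patch groups, and the direct test of that difference called 0 genes, with 1045 at an unadjusted p under 0.05. For the mean of both patch groups against TD, 4552 genes passed, 2300 higher and 2252 lower, and 1313 of them changed by at least 1 log2 unit. Across all 3 groups, 2848 genes passed.

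**Figure D3:**
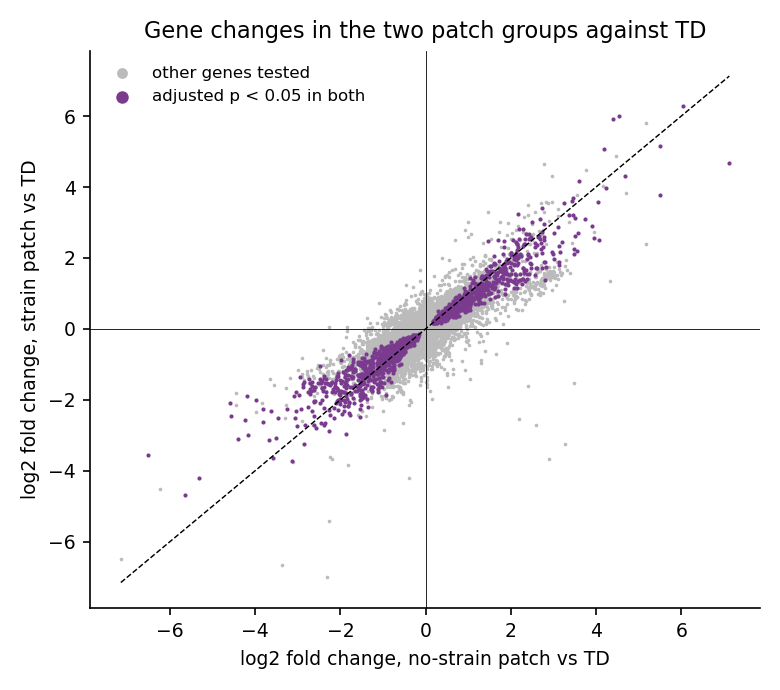
Log2 fold change against TD of each of the 18618 genes tested, for the no-strain patch on the horizontal axis and the strain patch on the vertical axis, with genes past the threshold in both comparisons in purple and a dashed line of equal change. All 1739 purple genes lie in the quadrants where both patch groups changed in the same direction.

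Marker gene lists were tested to ask whether a cell type or process shifted as a whole. Of 16 lists, 0 passed in any of the 3 comparisons under camera, where the smallest adjusted p was 0.460. At an unadjusted p under 0.05 there were 0 lists for strain against no strain, 1 for strain against TD and 2 for no strain against TD. With a preset correlation of 0.01 between genes in place of the estimated one, 6, 10 and 9 lists passed in that order, so the list tests depended on this choice. Two-sided exact permutation tests of list means gave no adjusted p below 0.0714. Before adjustment, the neutrophil and endothelial lists reached the smallest possible exact p of 0.00794 for strain against TD. For no strain against TD, 6 lists reached the smallest possible exact p of 0.0179: neutrophil, endothelial, T cell, adipocyte, basal keratinocyte and wound-activated keratinocyte. Of the 274 list genes tested, 87 passed for strain against TD when adjusted over all genes and 131 when adjusted over the list genes alone. For no strain against TD these counts were 81 and 106, and for strain against no strain both were 0. The second count pools the genes of all lists. When adjusted within each list separately, 2 adipocyte genes and 2 wound-activated keratinocyte genes passed for strain against no strain. That narrower adjustment makes no allowance for the testing of 16 lists.

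The neutrophil and inflammation list had the smallest list p in both comparisons with TD. Its mean log2 change was 1.62 for strain, with 14 of 20 genes past the threshold, and 2.40 for no strain, with 16 of 20 genes. The estimated correlation between its genes was 0.371. The list of adipocyte genes changed by -1.02 for strain and by -1.67 for no strain on the log2 scale. The skeletal muscle list changed by -1.44 and -0.77 in the same order, and that of wound-activated keratinocytes by 0.69 and 1.13. Extracellular matrix genes changed by -0.03 and 0.07, and targets of the mechanically regulated YAP factor by -0.12 and 0.04. Between strain and no strain, the neutrophil list differed by -0.78 (exact permutation p = 0.171). The adipocyte list differed by 0.65, with no overlap of the libraries and the smallest possible exact permutation p of 0.0286, which became 0.0980 after adjustment over the 48 list tests. Since no smaller p was possible, it could pass only if many other tests also had small p-values. The adjusted value therefore does not argue against a difference.

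**Figure D4:**
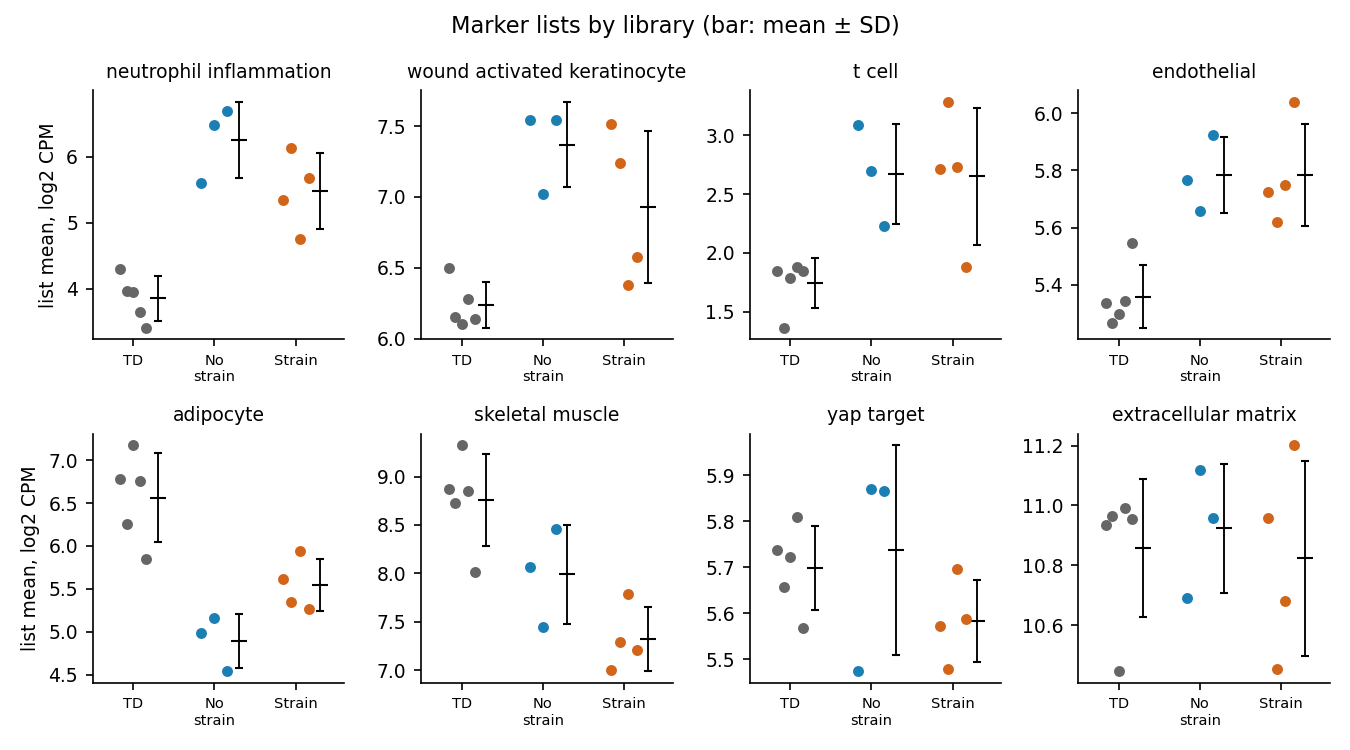
Mean log2 CPM of 8 of the 16 marker gene lists, with 1 point per library, grouped as TD, no strain and strain, and a bar for the mean ± SD of each group; each panel has its own vertical range. Neutrophil list values are higher in every patch library than in every TD library, while strain and no-strain libraries overlap; 0 lists passed the camera test.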

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

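The tests of tissue mixture and of chance were chosen only after the values they concern had been seen. Values were screened for a library standing far from the rest of its group, in the 4 strain and the 5 TD libraries. Of 58 group values tested, 6 stood apart, and chance alone gives about 2.9.

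In TD replicate 3, the mean log2 CPM of the differentiated epidermis list was 7.80, above the next TD library at 7.50. The extracellular matrix list was 10.45 in the same library, below the next at 10.93, and Lynx1 was 5.56, above the next at 5.44. TD replicate 2 had the lowest T cell list value, 1.36 against 1.79 in the next library. TD replicate 5 had the highest endothelial list value, 5.55 against 5.34. In strain replicate 2 the macrophage list was highest, 7.16 against 6.75.

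After the libraries were thinned to the lowest total, 5 of the 6 values still stood apart, the exception being the endothelial list. After a correction for GC content and gene length, 4 of the 6 did, the exceptions being the endothelial list and Lynx1. Depth and GC or length bias thus remain open for the endothelial value, and GC or length bias for Lynx1. A one-sided binomial test of as many values at a rate of 0.05 gave p = 0.0691, so their number alone does not exceed chance; the lists share libraries, so this p is only a guide. TD replicate 3, which holds 3 of the 6 values, also ranked 1 from the top of the 5 TD libraries in the share of skeletal muscle counts, at 2.02%. The adipocyte list, read after these values had been seen, was also highest there among the TD libraries, 7.17 against 6.78 in the next. A different mixture of tissue in that biopsy may have contributed to its 3 values, but in the same screen neither list stood apart in that library. The gap of its muscle share to the next was 0.421 of the range in TD, and the most separated adipocyte value in TD was that of replicate 5, with a gap of 0.314 of the range. No biological explanation was tested, since the groups do not divide these libraries.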

How the results depend on the processing

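The alternatives with library totals alone, GC and length correction, and thinning were chosen only after the results had been seen. For strain against no strain, DESeq2 called 28 genes (8 higher, 20 lower) and each of the other alternatives 0, including the 12 fits that each left out one library. The reported count of 0 had 1045 genes at an unadjusted p under 0.05. No alternative took the title number into account. On the second principal component, strain libraries lay at 27.3 and 12.6 (numbers 7 and 10) and at -20.1 and -13.9 (numbers 14 and 15). The no-strain libraries, numbers 11 to 13, lay between, at 2.53, -13.6 and 2.10. This was read after the values were seen, and whether order hides an effect of strain was not tested.

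With the skeletal muscle list as a covariate, counts fell to 1 gene for strain against TD, 848 for no strain against TD, 107 for both patches and 201 for any of the 3 groups. With the title letter as a covariate they were 798, 2145, 2589 and 1142. A minimum log2 change of 1 left 860, 1254 and 1313 genes in the first 3. Without a filter on low counts, strain against TD gave 1527 genes, and DESeq2 gave 4484 for any of the 3 groups. Across the 12 fits that each left out one library, counts ran from 882 to 2458 for strain against TD, from 1505 to 3415 for no strain against TD, from 3176 to 4570 for both patches and from 1660 to 3036 for any of the 3 groups. Other alternatives stayed within 1.5 times the reported counts. Apart from the muscle covariate, tested in the observations, the cause of these changes was not tested.

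Scaling by library totals alone changed the balance of calls. For no strain against TD it gave 1257 higher and 2046 lower genes (38.1% higher, against 52.7%), and for both patches 1787 higher and 2668 lower (40.1% higher, against 50.5%). The median over all genes moved by -0.06 log2 units for no strain against TD under that scaling.

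A preset correlation of 0.01 between list genes gave 6 lists for strain against no strain, 10 for strain against TD and 9 for no strain against TD; fry gave 5 and 4 for the comparisons with TD and 0 for strain against no strain. The muscle list has no value under its own covariate, which fixes it.

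The distance difference between strain and no strain was -1.09 with a mean of at least 5 CPM, -0.504 over all genes tested and -0.000489 with the Spearman measure. It ran from -2.98 to 3.35 across the fits that each left out one library. Its exact permutation p stayed at 0.2 or above throughout, so its sign is undetermined. Both distances from TD kept their direction and side of the threshold in every alternative run.

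Of 350 alternative values of named gene changes, 337 kept direction and side of the threshold, 11 were weaker, 2 stronger and 0 reversed. Of 198 values for gene lists, 18 were stronger and 180 unchanged in call. Of 198 counts of higher or lower genes, 35 moved beyond 1.5 times.

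Thinning to the lowest total also gave 0 genes, but it only removes reads, so it does not show whether depth limits strain against no strain. In simulated data of that design, whose genes vary independently, 60% of changes of 1 log2 unit were recovered. That share holds for 200 changed genes, and the adjusted threshold is stricter when fewer genes change. In the real data Myh8 changed by -1.59 and Tnni1 by -2.09 without passing (edgeR adjusted p = 0.402 and 0.696). Changes of this size, and smaller or more variable ones, can therefore remain undetected.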

Other observations

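The tests of title numbers, mature muscle content, macrophage number and fat content were chosen only after the results they concern had been seen. The lists of developing and slow muscle genes were also written after the genes that prompted them had been seen, and omit Myh8, Tnni1 and Tnnc1.

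Other splits of the same libraries gave the chance background of the gene counts. For strain against TD, 1 of 100 splits, the real one, gave as many genes past the threshold; for no strain against TD it was 1 of 56, for both patches against TD 1 of 100, and for any of the 3 groups 1 of 100. For strain against no strain, 19 of 35 splits gave at least the 1045 genes seen at an unadjusted p under 0.05. Among the other splits of these 7 patch libraries, 3 gave any gene past the threshold, with at most 279. For gene lists at an unadjusted p under 0.05, 35 of 35 splits gave as many for strain against no strain, which is fixed by the real count of 0 lists, with 36 of 100 for strain against TD and 4 of 56 for no strain against TD. These shares concern the number of lists under camera, not single lists. Exact permutation of single list means, such as the neutrophil list for strain against TD (exact p = 0.00794), reached the smallest possible p before adjustment, but none passed after it.

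The contrast of both patches with TD was set against technical explanations. After GC and length correction 83.9% of its 4552 genes were called again, and after thinning 93.1%. With the title letter as a covariate, 53.9% were called again. The letter is also uneven across groups, with R in most TD libraries and L in most patch libraries. No shuffles were run for it, so that loss cannot be assigned to the letter. With the skeletal muscle list as a covariate only 2.22% were, but this covariate follows the groups. When its values were shuffled within groups, which keeps that link, 54 of 100 shuffles left more genes than the 107 left by the real values, with a median of 181 and a range of 3 to 2079. The loss is therefore no larger than that from an arbitrary covariate tied to the groups in this way, and muscle content is neither shown nor excluded as a contributor. The title numbers gave no help, since 0 patch libraries had a number below the highest TD number. Muscle content does not fully account for the contrast with TD: for no strain against TD, 848 genes still passed with that covariate, 779 of them among the 3305 reported. Retnla changed by -5.31 for strain and -6.00 for no strain under it and still passed. Its adjusted p, from edgeR, DESeq2 or limma, was at most 0.000196 and 0.000266 in those comparisons over the 13 alternatives that kept all libraries. An order or batch effect that follows the title numbers cannot be told apart from the patch effect by any test here, whatever the size of a change.

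A hypothesis was that strain wounds lie between TD and no-strain wounds. Among the 4552 genes called for both patches, 70.8% changed less under strain than without strain. Genes are not independent replicates, so each library was placed on an axis from the TD mean at 0 to the patch mean at 1. The axis used all 7 patch libraries together, without regard to strain. Strain libraries were at 0.919 ± 0.164 (SD, n = 4) and no-strain libraries at 1.11 ± 0.0817 (SD, n = 3), with an exact permutation p of 0.114. This p was 0.314 with the muscle list regressed out, 0.114 after GC and length correction and 0.143 after thinning. It was 0.0571 over the 500 most variable genes and 0.143 with library totals alone. None of these 6 versions passed 0.05. On the first principal component, strain libraries (4.87 to 20.6) lay between TD and no-strain libraries (23.04 to 31.7) without overlap. This was noticed after the plot was seen, and 1 of 35 splits gives it in this direction, or 5.71% in either direction. The direction is the same in each of these measures, but an intermediate position was not established.

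The genes that DESeq2 alone called between strain and no strain included Myh8, Tnni1 and Tnnc1, all lower under strain and all expressed in muscle. It also called Myh7, Myl3, Tnnt1, Myh6, Casq2 and Trim55 lower. All are named here after their values were seen. Without allowance for muscle content, the difference in Myh8 lay on the strain side. Against TD, Myh8 changed by -1.56 log2 units under strain (edgeR adjusted p = 0.00462) and by 0.04 without strain (edgeR adjusted p = 0.935). Tnni1 changed by -1.17 and 0.92 and Tnnc1 by -0.87 and 1.29 in the same order, without passing. For Myh8, Tnni1 and Tnnc1 the strain mean thus lay below both other groups, not between them. The mature muscle list also changed against TD, by -1.44 under strain and -0.77 without strain. Myh8 thus fell about as much as that list under strain, and did not fall with it without strain. If a developing or slow muscle programme differed, other genes of that kind should also differ relative to mature muscle genes. The list of 11 other developing muscle genes changed by -0.63 log2 units relative to mature muscle (exact permutation p = 0.2) and the list of 7 slow muscle genes by -1.30 (exact permutation p = 0.114). The mature muscle list itself changed by -0.67 (exact permutation p = 0.114). By the criterion set for these tests, a p under 0.05, none of the 3 explanations was borne out. All point downward from no strain to strain, however, and 35 splits cannot give a p below 0.0286, so a difference in muscle remains undetermined. Relative to mature muscle, the developing list had a mean log2 value of -4.86 in TD, -4.25 under strain and -3.62 without strain. The slow list had -4.97, -4.70 and -3.41 in the same order. On both lists strain thus lay below no strain but not below TD, and the differences from TD were not tested. The slow muscle list contains Myh7, Myl3, Tnnt1 and Casq2, which DESeq2 called, so its change is not independent of those calls. Part of the slow muscle signal came from 1 library: Myh7 had 1860 counts in no-strain replicate 3, against 110 in replicate 1 and 7 in replicate 2. Strain libraries had 2 to 16 counts, so the groups overlapped. Exons of Myh7, Myh6 and Myl3 overlap genes on the opposite strand, and since the strand setting is not stated these values are uncertain. DESeq2 also called the hemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt as differing between the patch groups. For Hba-a1 this lay on the no-strain side, with 11.7 ± 1.58 CPM (SD, n = 3) without strain, 29.0 ± 11.5 CPM (SD, n = 4) under strain and 30.9 ± 5.57 CPM (SD, n = 5) in TD. Against TD it changed by -1.40 log2 units without strain (edgeR adjusted p = 0.00687) and by -0.09 under strain (edgeR adjusted p = 0.833). These are near copies that share reads, and blood left in the biopsy was not tested.

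The fall of Retnla in both patch groups had the smallest adjusted p of the contrast of both patches with TD (edgeR adjusted p = 3.08e-07), with 36.8 CPM in TD and 1.13 CPM over the patch libraries, a log2 change of -5.16 and lower values in 7 of 7 patch libraries. Fewer macrophages would lower other macrophage genes too, but that list without Retnla rose by 0.449 log2 units. Less fat in the biopsy may contribute, since the adipocyte list changed by -1.38. Its 20 genes, read after this value was seen, changed by -2.42 to -0.38, each less than Retnla, but a list mean cannot bound the change of a single gene, so the share due to fat is undetermined. For reads moved to paralogs, the change of the other Retn genes together was -24.9% of the CPM that Retnla lost. That sum hides opposite changes: Retn went from 23.7 to 6.43 CPM and Retnlg from 2.41 to 10.8 CPM. The gain of Retnlg is smaller than the loss of Retnla, from 36.8 to 1.13 CPM, but a partial move of reads to it was not excluded. A change in macrophage state is a hypothesis that these bulk data cannot separate from batch: the other genes of the macrophage list, read after their values were seen, moved both ways. Folr2, whose exons overlap a gene on the opposite strand, changed by -1.02 (edgeR adjusted p = 0.0239), and Cd163 by -1.26 and Mrc1 by -0.29 without passing (edgeR adjusted p = 0.0528 and 0.381). Fcgr1 rose by 1.62, Chil3 by 1.55, Cd14 by 1.33 and Ms4a7 by 1.20, and all 4 passed. Whether these genes form separate states was not tested.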
